A study of Mus musculus with 14 samples.

How the data were processed

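RNA-seq was performed on cells sorted from the lungs of male 129S1 mice aged 10 to 12 weeks. The mice had received bleomycin at a labelled dose of 3 U/k, or water, into the trachea. Per the labels' protocols, perfused lungs were digested with collagenase, dispase and DNase, and SiglecF-positive, CD11c-positive cells were sorted by their level of MHC class II (MHCII). The labels name 2 models of cell sorter without saying which sample went through which, so a sorter effect could not be examined. Per the labels' protocols, mRNA was isolated with magnetic beads, cDNA was made by a whole-transcriptome amplification kit, and libraries were prepared by transposase tagging. No molecular identifiers are described, so amplified copies of 1 molecule cannot be separated from independent molecules.

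The deposited data are 1 table of 43432 Ensembl mouse genes with 14 columns of per-library values. Per the file headers, the values are normalized counts, a signal that the authors made from gene counts. The kind of scale factor, the aligner, the counting program and the annotation release are not given in the sources used here. From the values, each column holds whole multiples of 1 step, the worth of 1 read, rounded to 1 decimal. The step ranged from 0.39 to 2.24 normalized counts between libraries. Dividing by the step gave whole reads within the rounding (0.05) for 99.87% to 100% of the values above 0, depending on the library. Chance would give 4.5% to 25.7%. With a tolerance of 0.1 of a step, all values tested were whole in 13 libraries and 78.3% in control replicate 1, whose step is so small that rounding alone exceeds that tolerance. A column of mean normalized counts in the deposited table did not equal the mean of the 14 columns and was not used. The deposited columns of GC percent and exon length, and the gene coordinates, were used as given by the authors. Of 42548 genes shared with a GENCODE annotation of the mouse genome build GRCm38, 90.2% had the identical span and 99.9% overlapped, so coordinates are reported on that build. For 652 genes the table gave no symbol, and the Ensembl identifier was kept.

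Recovered reads per library ranged from 15106415 to 88059630. The share taken by the mitochondrial ribosomal RNAs mt-Rnr1 and mt-Rnr2 ranged from 3.12% to 28.99%, and the shallowest library had 13879946 other reads. A gene with 10 normalized counts rests on fewer than 5 reads in the shallowest libraries, so values near that level carry a large counting error. No pair of replicates agreed within sampling noise: the mean chi-square per gene between replicates was 43.0 to 141.6.

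Groups were taken from the labels: MHCII-high cells 2 and 4 weeks after bleomycin, MHCII-low cells at the same times (3 libraries each) and MHCII-low cells of water-treated controls (2 libraries, labelled as replicates 1 and 3). MHCII-high control cells were not analysed here. The test planned for counts was edgeR's quasi-likelihood test. Since the table holds normalized values, the stated fallback was used: limma with a mean-variance trend on log2(value + 1), with 1 coefficient per group and all 14 libraries in 1 fit. Genes with at least 10 normalized counts in at least 2 libraries were tested (17390 genes). P-values were adjusted by the Benjamini-Hochberg method within each comparison, and the threshold was an adjusted p of 0.05. All adjusted p-values of single genes in the text are from limma unless another tool is named. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. The ± after a log2 fold change is the standard error, and the ± after a mean is the SD.

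There were 8 comparisons: MHCII-high against MHCII-low at 2 weeks, at 4 weeks and as the mean of both times; MHCII-low at 2 and at 4 weeks against control; 4 against 2 weeks within each MHCII level; and the interaction, the high-minus-low difference at 4 weeks minus that at 2 weeks. Genes named were, per comparison, up to 3 increases and up to 3 decreases with the largest fold change among genes past the threshold, with a mean log2(CPM + 1) of at least 3 over the libraries and no overlap between the libraries of both groups. CPM was computed from the deposited values. The MHC class II genes and the genes of the sort markers were named too, with up to 2 genes with the smallest p from each other list in the comparison discussed. For the interaction the rule names no gene. Some genes that meet the rule are not reported here. The lists held MHC class II, sort marker, resident alveolar macrophage, monocyte-derived or interstitial macrophage, profibrotic macrophage, interferon-stimulated, cell cycle, dendritic cell, alveolar epithelium, B and T lymphocyte, neutrophil, and fibroblast and endothelium genes. Of their 160 genes, 159 were in the table and 155 were tested. The 11 lists with 5 or more genes were tested with camera (preset correlation 0.01) in each comparison, 88 tests in 1 family, with fry as the check. The groups, tests, lists and naming rule were fixed before the data were examined.

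The alternatives planned were DESeq2 and limma voom on recovered reads, edgeR with DESeq2 size factors or library totals only, no filter, a filter of CPM 5 in 2 libraries, a pseudocount of 0.1, only the groups compared, the replicate number as a block, and leaving out each library. Added after the data were seen were edgeR with TMM on recovered reads, TMM factors before limma, the mitochondrial rRNA share as a covariate, removal of the trend with GC content, and thinning of all libraries to 13879946 reads. The scripts were tested on simulated counts drawn from the real means and library sizes with 200 changed genes. At 2 weeks, high against low, 16699 genes were tested. There limma called 34.0% of the changed genes tested and 41.0% of those changed 4-fold, and 3 of its 69 calls (4.3%) were false. For 2-week MHCII-low cells against control (16702 genes tested) it called 28.5% of the changed genes, and 1 of its 56 calls (1.8%) was false. For the mean of both times (16719 genes tested) it called 49.7% of the changed genes, and 8 of its 104 calls (7.7%) were false. The tests therefore miss many real changes at this number of libraries. Software was R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.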

Results

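Gene expression was measured by RNA-seq in 14 libraries of SiglecF-positive, CD11c-positive mouse lung cells. SiglecF is a sialic acid-binding lectin and CD11c an integrin subunit, and together they mark alveolar macrophages. MHCII presents peptides to helper T cells. Bleomycin is a DNA-damaging drug which, given into the airway, injures the lung and leads to fibrosis. MHCII-high and MHCII-low cells were profiled 2 weeks and 4 weeks after bleomycin, with 3 libraries in each of these 4 groups, and MHCII-low cells of water-treated controls with 2 libraries. Values are normalized counts. The recovered depth was 47015866 to 79446561 reads in 2-week MHCII-high libraries and 15770506 to 64622865 in 2-week MHCII-low libraries. It was 15106415 to 30781819 in 4-week MHCII-high libraries, 29348456 to 39905280 in 4-week MHCII-low libraries, and 88059630 and 45064662 in the controls. Between 16555 and 22154 genes had at least 1 read per library.

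The labels say that the mice were male. The Y-linked genes Ddx3y (1366 to 2674 normalized counts), Uty (824 to 1716), Kdm5d (1414 to 2803) and Eif2s3y (539 to 1378) were read in all 14 libraries, and Xist did not exceed 69.6. Across all genes, Spearman correlations between libraries of 1 group were 0.92 to 0.97 (median 0.96) and between libraries of different groups 0.91 to 0.97 (median 0.93). The first principal component held 17.0% of the variance. MHCII-high libraries lay between -84.2 and -53.1 on it, and MHCII-low libraries, controls included, between 25.2 and 70.9. On the second component (12.3%), replicate 3 of the 4-week MHCII-high cells stood apart at 146.4, where the other libraries lay between -73.5 and 44.7. The share of mitochondrial ribosomal RNA differed within groups. It was 3.42%, 18.3% and 12.7% in the 2-week MHCII-low libraries, 8.12%, 28.99% and 21.1% in the 4-week MHCII-high libraries, and 3.12%, 23.2% and 5.10% in the 4-week MHCII-low libraries. The 2-week MHCII-high libraries (22.5% to 26.3%) and the controls (21.7% and 24.1%) were more even. The labels give no batch, so no within-batch values could be computed, and this share was instead entered as a covariate.

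**Figure D1:**
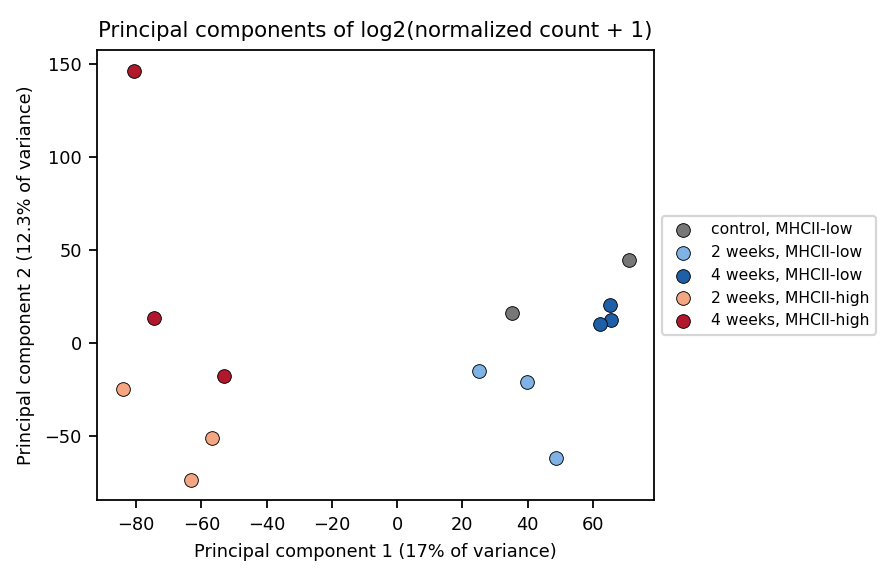
First and second principal components of log2(normalized count + 1), as percent of variance on the axes, with 1 point per library coloured by group. MHCII-high libraries sit between -84.2 and -53.1 on the first component and MHCII-low libraries between 25.2 and 70.9.

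Which genes separate MHCII-high from MHCII-low cells after bleomycin was asked first. At 2 weeks 499 of 17390 genes passed an adjusted p of 0.05, of which 398 were higher and 101 lower in MHCII-high cells. Of these, 356 were at least 2-fold higher and 30 at least 2-fold lower. At 4 weeks 434 genes passed, 341 higher and 93 lower. The mean of both times gave 1254 genes, 870 higher and 384 lower. The alternative that raised the 2-week count most was removal of the GC trend, which gave 1694 genes of which 22.7% were higher in place of 79.8%. DESeq2 gave 1056, and the mitochondrial rRNA share as a covariate gave 235. The balance of directions also moved with scaling. With library totals in edgeR, 65.9% of the 2-week calls were higher, and 69.1% were with TMM in edgeR. For the mean of both times the main 69.4% became 48.5% with library totals, 57.6% with TMM in edgeR, 54.5% with TMM factors before limma and 36.5% with the GC trend removed, so a surplus of higher genes does not hold under every setting there. All 499, 434 and 1254 genes kept their sign under each of these settings. Leaving out 2-week MHCII-high replicate 1 or 2 or MHCII-low replicate 1 lowered the 2-week count to 228, 205 or 233. Leaving out 4-week MHCII-low replicate 1, 2 or 3 lowered the 4-week count to 275, 276 or 266.

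**Figure D2:**
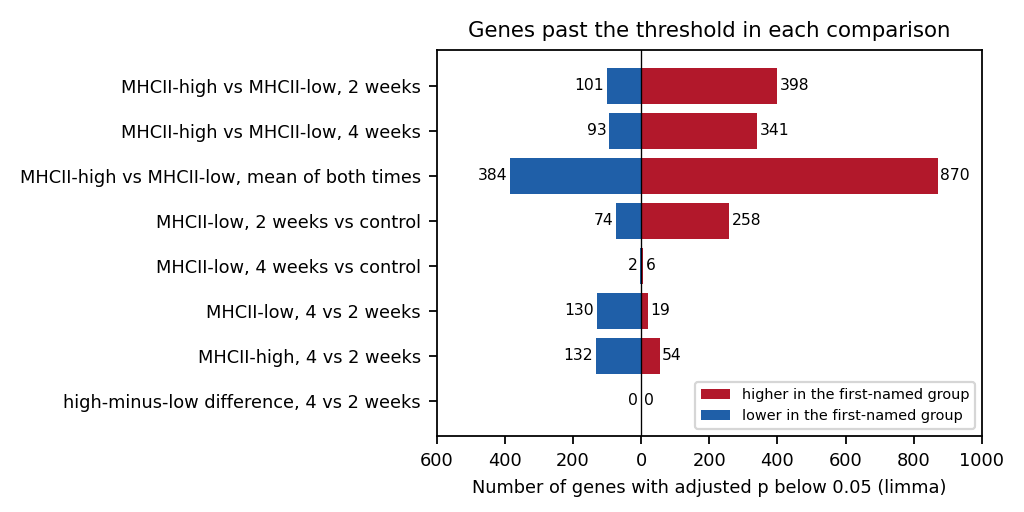
Number of genes with an adjusted p below 0.05 (limma) in each of the 8 comparisons, higher in the first-named group to the right and lower to the left. The mean of both times has 870 higher and 384 lower genes, and the interaction has 0 genes.

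Since the sort used MHCII, its genes check the labels. H2-Aa (ENSMUSG00000036594, chromosome 17, 34282744 to 34287827, reverse strand) averaged 31980 ± 5760 normalized counts in 2-week MHCII-high cells and 1077 ± 668 in 2-week MHCII-low cells (SD, n = 3 each; limma log2 fold change 5.07 ± 0.33, adjusted p 4.7e-09). At 4 weeks it averaged 21620 ± 4730 and 523 ± 221 (5.42 ± 0.33, adjusted p 3.6e-09), and in controls 132 ± 6.43 (n = 2). H2-Eb1 (chromosome 17, 34305877 to 34316199) had log2 fold changes of 5.85 ± 0.67 at 2 weeks and 6.99 ± 0.67 at 4 weeks (adjusted p 1.7e-05 and 9.1e-07). H2-Ab1, Cd74 and Ciita rose by 4.72, 4.28 and 3.79 at 2 weeks and by 4.81, 4.92 and 4.23 at 4 weeks, all past the threshold. In all, 9 of the 11 MHC class II genes passed at each time, adjusted over all genes tested. Adjusted over the list alone, 10 passed at 2 weeks and 9 at 4 weeks. H2-DMb1 and H2-DMb2 passed with small changes (0.79 and 1.16 at 2 weeks, 1.07 and 1.08 at 4 weeks). Except for H2-DMb1 at 4 weeks, these calls were lost without any of several single libraries, with adjusted p up to 0.17. H2-Eb2, a close relative of H2-Eb1 whose reads may be shared with it, averaged 64.3 ± 12.0 in 2-week MHCII-high cells and at most 1.1 in any MHCII-low library, too few reads for a fold change. H2-Ob averaged 265.7 ± 81.1 in 2-week MHCII-high and 11 ± 15.8 in 2-week MHCII-low cells, and its call was lost without MHCII-high replicate 1 or 2 or MHCII-low replicate 2 (adjusted p up to 0.07). H2-DMa did not differ (0.04 ± 0.20 and 0.05 ± 0.20), with 7605 ± 1390 against 7393 ± 1320 normalized counts at 2 weeks. H2-Oa did not pass at either time (2.61 ± 0.95, adjusted p 0.17; -0.22 ± 0.95, adjusted p 0.95). Of the other sort markers, Siglecf was lower in MHCII-high cells (-0.95 ± 0.15 and -1.02 ± 0.15, adjusted p 0.00086 and 0.00039), with 3520 ± 401 against 6785 ± 397 normalized counts at 2 weeks. Itgax, which encodes CD11c, was not detectably different (-0.16 ± 0.15 and -0.12 ± 0.15).

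Outside the sort genes, C1qc (ENSMUSG00000036896, chromosome 4, 136889804 to 136893065, reverse strand) was among the largest increases at both times. It averaged 5242 ± 1480 in MHCII-high and 204 ± 165 in MHCII-low cells at 2 weeks (5.02 ± 0.54, adjusted p 1e-05), and 2625 ± 198 and 53.1 ± 49.1 at 4 weeks (5.97 ± 0.54, adjusted p 5.2e-07). C1qb (chromosome 4, 136880129 to 136886187) had a log2 fold change of 5.61 ± 0.71 at 4 weeks (adjusted p 4e-05). The largest decreases at 2 weeks were Kcnj15 (chromosome 16, 95257558 to 95300260; -1.93 ± 0.27, adjusted p 0.00017), Marco (chromosome 1, 120474538 to 120505024; -1.91 ± 0.22, adjusted p 1.4e-05) and Tppp (-1.89 ± 0.41, adjusted p 0.013). Marco averaged 3516 ± 934 in MHCII-high and 13440 ± 4700 in MHCII-low cells at 2 weeks, 3731 ± 467 and 8492 ± 843 at 4 weeks, and 11520 ± 2590 in controls. Without 2-week MHCII-high replicate 1 or 2 or MHCII-low replicate 2 the Tppp call at 2 weeks was lost, with adjusted p up to 0.098. For the mean of both times Tppp, Marco and Kcnj15 were again the largest decreases (-1.71, -1.55 and -1.54), and none of these calls was lost without any 1 library. The largest decreases at 4 weeks, Meis1 (-1.68 ± 0.38, adjusted p 0.017), Pnpla3 (-1.38 ± 0.36, adjusted p 0.042) and Slc41a3 (-1.36 ± 0.35, adjusted p 0.042), were less stable. The call of Meis1 was lost without MHCII-high replicate 3 or MHCII-low replicate 2 or 3 (adjusted p up to 0.095). That of Pnpla3 was lost without MHCII-high replicate 2 or any MHCII-low replicate, and that of Slc41a3 without any library but MHCII-high replicate 1 (adjusted p up to 0.17).

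The lists were summarised over the mean of both times. The monocyte-derived or interstitial macrophage list was higher in MHCII-high cells (median log2 fold change 2.39, camera adjusted p 6.11e-17), with 13 of 24 genes past the threshold, all higher, and 14 higher and 1 lower adjusted over the list alone. Ccr2 (2.63, adjusted p 2.6e-11) and Cx3cr1 (4.86, adjusted p 2.4e-09) had its smallest p-values. Cx3cr1 averaged 2508 ± 431 in 2-week MHCII-high, 113 ± 42.2 in 2-week MHCII-low and 83.4 ± 31.5 in control cells. The resident alveolar macrophage list was lower (median -0.45, camera adjusted p 7.2e-14), with 10 of 20 genes called, all lower, and 14 adjusted over the list alone. Krt19 (-1.43, adjusted p 5.9e-07) and Marco had the smallest p-values. The profibrotic macrophage list was higher (median 0.67, camera adjusted p 2.9e-05), with 9 genes called higher and 1 lower, and 9 higher and 4 lower adjusted over the list alone. Mmp14 (3.61, adjusted p 2.4e-08) and Mmp12 (2.49, adjusted p 3.3e-08) led it. The interferon-stimulated list (median 0.84, camera adjusted p 0.0105), the dendritic cell list (2.03, 3.36e-05) and the B and T lymphocyte list (3.03, 0.00492) were also higher, and the MHC class II list had a median of 4.60. Adjusted over all genes and over the list alone, 4 and 5 interferon-stimulated, 6 and 6 dendritic cell, and 5 and 5 lymphocyte genes passed. Of the dendritic and lymphocyte genes called, Flt3 averaged 157 ± 90.6, Fscn1 453 ± 338, Cd79b 60.6 ± 37.3 and Cd79a 139 ± 67.7 in 2-week MHCII-high cells and under 10 in 2-week MHCII-low cells, and Ighm 1054 ± 126 and 126.5 ± 75.1. The alveolar epithelium (median 0.49, camera adjusted p 0.109), cell cycle (0.10, 0.68), neutrophil (0.77, 0.429) and fibroblast and endothelium (0.26, 0.828) lists did not pass, although Sftpc (2.62, adjusted p 8e-05) and Sftpa1 (1.43, adjusted p 0.005) passed singly as higher and Scgb1a1 (-1.97, adjusted p 0.021) as lower. At 2 weeks alone the alveolar epithelium list passed by camera (median 1.24, adjusted p 0.00812) but not by fry (adjusted p 0.0575). At 4 weeks it did not pass by camera (0.06, adjusted p 0.865). Over all 88 camera tests 43 passed. Of these, 31 also passed by fry and 21 with the correlation estimated from the data. For the mean of both times, all 7 passing lists held under fry, but the profibrotic, interferon-stimulated and lymphocyte lists did not hold under the estimated correlation (adjusted p 0.0608, 0.171 and 0.224). In 12 of the 88 tests the median and the mean of a list differed in sign, and in 10 the median and the test did. None of those tests passed.

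**Figure D3:**
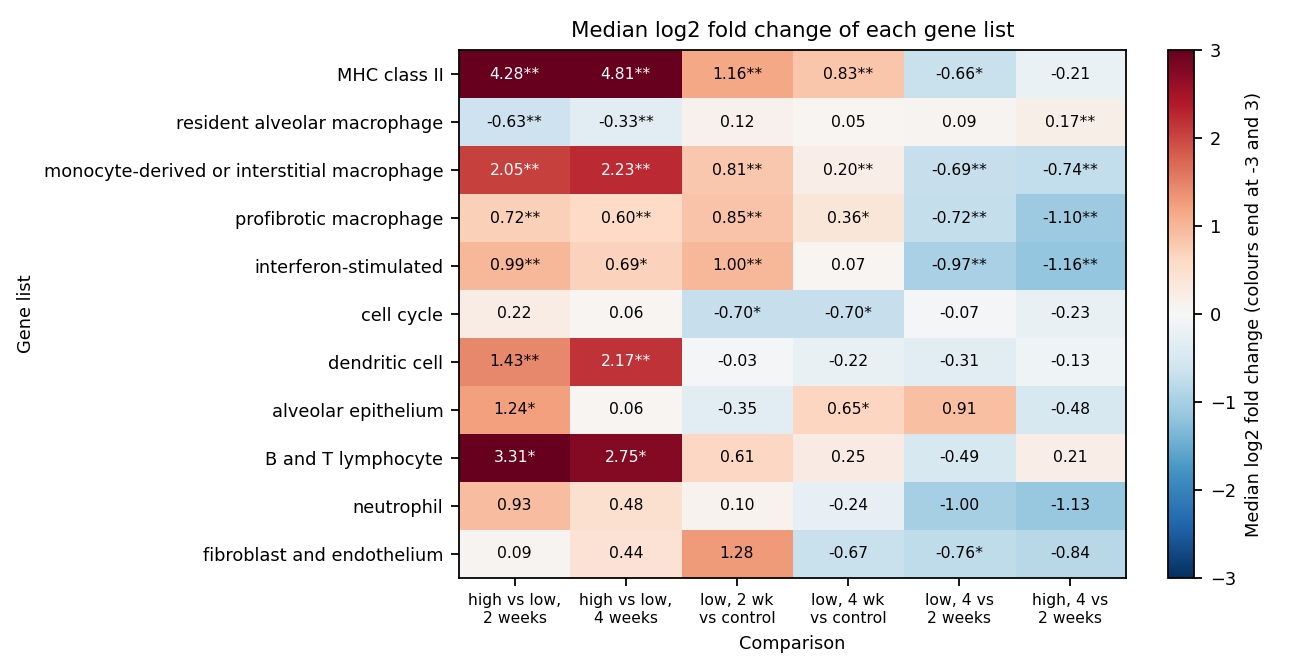
Median log2 fold change of 11 gene lists (vertical axis) in 6 comparisons (horizontal axis), with colours ending at -3 and 3. One asterisk marks a camera adjusted p below 0.05, and a double asterisk marks that fry also passed. The MHC class II list has medians of 4.28 and 4.81 in high against low cells and 1.16 in 2-week MHCII-low cells against control.

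Whether the same genes separate high from low cells at both times was asked in libraries that the 2 comparisons do not share. Of the 499 genes called at 2 weeks and 434 called at 4 weeks, 230 were shared, of which 229 changed in the same direction. Of the 2-week calls, 95.8% had the same sign at 4 weeks. Across all 17390 genes, which are not independent replicates, Pearson's r between both sets of fold changes was 0.31. It was 0.71 with the filter of CPM 5 in 2 libraries. The interaction was tested directly, and by limma 0 genes passed an adjusted p of 0.05 (smallest 0.12). At an unadjusted p under 0.05 there were 987 genes, 5.68% of those tested. edgeR with TMM and limma voom also gave 0 genes, and DESeq2 gave 59. Without 4-week MHCII-high replicate 3, limma gave 2 genes.

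The comparison of MHCII-low cells with control MHCII-low cells asked what changes after bleomycin without a high level of MHCII. At 2 weeks 332 genes passed, 258 higher and 74 lower. DESeq2 gave 662 genes and removal of the GC trend 856, of which 93.2% were higher in place of 77.7%. Leaving out control replicate 1 or 3 lowered the count to 139 or 127, and leaving out 2-week MHCII-low replicate 1 or 3 lowered it to 209 or 218. Among the largest increases, Lrg1 (ENSMUSG00000037095, chromosome 17, 56119680 to 56121946, reverse strand) rose from 27.6 ± 11 normalized counts in controls (n = 2) to 1446 ± 577 in 2-week MHCII-low cells (n = 3; 5.63 ± 0.43, adjusted p 5.9e-08), and C1qb from 6.90 ± 7.35 to 300.3 ± 174 (5.41 ± 0.79, adjusted p 0.00031). MHCII-high cells in the MHCII-low sort were not excluded as a source of C1qb. The largest decreases were Hmcn1 (chromosome 1, 150562524 to 150993435; -3.40 ± 0.66, adjusted p 0.0055), Hspa1a (-3.05 ± 0.63, adjusted p 0.0089) and Dnah11 (chromosome 12, 117877982 to 118199043; -2.52 ± 0.37, adjusted p 0.00032). Hspa1a has the near-identical neighbour Hspa1b, so its value is uncertain. Without control replicate 3 the calls of Hmcn1 and Hspa1a were lost (adjusted p up to 0.15 and 0.16), as was that of Hspa1a without control replicate 1.

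Of the lists, the profibrotic macrophage (median 0.85, camera adjusted p 1.12e-15), monocyte-derived or interstitial macrophage (0.81, 3.76e-13), MHC class II (1.16, 1.82e-10) and interferon-stimulated (1.00, 7.88e-05) lists were higher at 2 weeks than in controls, and all held under fry. Spp1 (chromosome 5, 104435118 to 104441050) averaged 7176 ± 300 in controls and 95790 ± 13900 at 2 weeks (3.73, adjusted p 6.4e-09), and Fn1 30210 ± 3490 and 213400 ± 25500 (2.82, adjusted p 2e-07). Apoe also passed (5.35, adjusted p 0.00024). Among MHC class II genes 5 passed, and 7 adjusted over the list alone. H2-Ab1 rose by 2.84 and H2-Aa by 2.82 (adjusted p 3e-05 and 8.4e-05). Siglecf (0.01) and Itgax (0.43) did not pass. Among interferon-stimulated genes 1 passed, Ifi44 (2.45, adjusted p 0.023), and this call was lost without any 1 of the 5 libraries compared (adjusted p up to 0.22). Oasl2 did not pass (2.69, adjusted p 0.063). The cell cycle list was lower (median -0.70, camera adjusted p 7.61e-05; 19 of 20 genes lower) but did not hold under fry (adjusted p 0.0655), and none of its genes passed over all genes. Kif11 (-1.11, adjusted p 0.081) and Top2a (-1.13, adjusted p 0.11) had the smallest p-values. The resident alveolar macrophage list did not pass (0.12, 0.563), with members in both directions: Car4 (1.06, adjusted p 0.00745) was called higher and Fabp1 (-1.37, adjusted p 0.0345) lower.

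**Figure D4:**
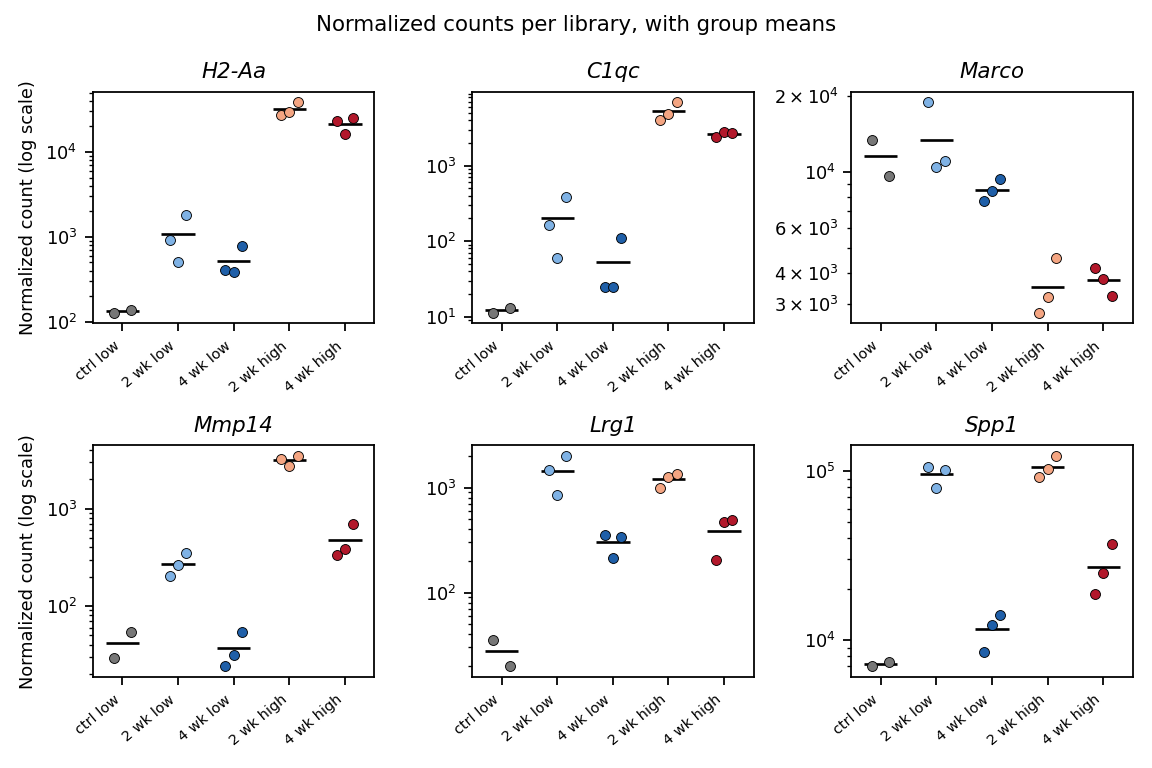
Normalized counts (log scale) of 6 genes, with 1 point per library and a line at each group mean; ctrl is control and wk is weeks. Lrg1 lies at 35.4 and 19.8 in the controls and at 853.5 to 2006.4 in 2-week MHCII-low cells.

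At 4 weeks 8 genes passed against control, 6 higher and 2 lower, and 7 of them were also called at 2 weeks in the same direction. At an unadjusted p under 0.05 there were 1065 genes. Under other settings, edgeR with TMM gave 2 genes, both higher, and DESeq2 73 (55 higher, 18 lower). The balance of directions turned with no filter (65 genes, 7 higher and 58 lower) and with voom (3 genes, 0 higher and 3 lower). Without control replicate 3 limma gave 1. Without 4-week MHCII-low replicate 2 or 3 it was 4. Lrg1 (3.41 ± 0.43, adjusted p 0.00073) and H2-Ab1 (2.14 ± 0.34, adjusted p 0.015) were among the increases, and Hspa1a (-3.42 ± 0.63, adjusted p 0.045) among the decreases. Leaving out 1 library removed the call of Lrg1 in 1 of 5 cases (control replicate 3, adjusted p 0.068), and of H2-Ab1 and Hspa1a in 4 (adjusted p up to 0.24 and 0.61). Both comparisons share the control libraries. Across genes Pearson's r between 2-week and 4-week changes against control was 0.623, where 100 simulations of unchanged groups with shared controls gave 0.582 to 0.617. The simulations drew all libraries anew, controls included, and each gene independently of the others. Spearman's correlation was 0.617, where simulation gave 0.523 to 0.558. Of the 2-week calls 92.5% had the same sign at 4 weeks, where simulation gave 94.3% to 99.1%. The observed correlations thus lay above the simulated ranges and the share of equal signs below its range. Variation that genes share was left out of the simulations, so their ranges may be too narrow. These comparisons therefore do not decide whether the changes at both times are shared beyond the controls. The MHC class II list (median 0.83, camera adjusted p 1.99e-11) and the monocyte-derived or interstitial macrophage list (0.20, 1.46e-05) were higher at 4 weeks than in controls and held under fry. The profibrotic macrophage (0.36, 3.77e-05), alveolar epithelium (0.65, 0.000143) and cell cycle (-0.70, 4.68e-07) lists passed by camera but not by fry (adjusted p 0.0704, 0.181 and 0.0691). Among MHC class II genes 1 passed, and 6 adjusted over the list alone.

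The change with time was compared within each MHCII level. In MHCII-low cells 149 genes differed between 4 and 2 weeks, 19 higher and 130 lower at 4 weeks. DESeq2 gave 319 genes, and leaving out 2-week replicate 3 or 4-week replicate 2 gave 99 or 95. Spp1 fell by 3.06 ± 0.22 on the log2 scale (adjusted p 6.5e-08), to 11630 ± 2830 normalized counts. Marcks (chromosome 10, 37133375 to 37138920; -3.44 ± 0.49, adjusted p 0.00046) and C4b (-2.97 ± 0.40, adjusted p 0.00019) fell as well, and C4b may share reads with its neighbour C4a. Itgam (-1.96) and Fn1 (-1.78) also passed. Increases were Gabbr1 (chromosome 17, 37045966 to 37075067; 1.83 ± 0.27, adjusted p 0.00059), Hmcn1 (2.89 ± 0.59, adjusted p 0.014) and Cyp2f2 (2.72 ± 0.58, adjusted p 0.019). Cyp2f2 belongs to a list of 10 airway secretory genes written after the data were seen. In this comparison 9 of the 10 were higher (median 2.5, camera adjusted p 9.02e-07, fry adjusted p 0.064). RNA from airway epithelial cells thus stays open as a source of the Cyp2f2 change. The calls of Hmcn1 and Cyp2f2 were lost without 2-week replicate 3 or 4-week replicate 1 or 2 (adjusted p up to 0.11 and 0.14), and that of Cyp2f2 also without 2-week replicate 2. All 118 genes called both here and in 2-week cells against control changed in opposite directions. Both use the 2-week libraries, and the r across genes was -0.61 where simulation gave -0.47 to -0.42. That simulation drew genes independently too, so its range may be too narrow to decide.

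In MHCII-high cells 186 genes differed between 4 and 2 weeks, 54 higher and 132 lower. DESeq2 gave 640, and library totals in edgeR gave 66 of which 53.0% were higher in place of 29%. Removal of the GC trend gave 409, of which 74.6% were higher. The count was 76, 66 or 64 without 2-week replicate 1, 2 or 3 and 298 without 4-week replicate 2. Mmp14 (chromosome 14, 54431612 to 54441265) went from 3150 ± 379 to 472 ± 198 normalized counts (-2.81 ± 0.40, adjusted p 0.0018). C4b (-2.30 ± 0.40, adjusted p 0.0064), Dcbld2 (-2.22 ± 0.43, adjusted p 0.013) and Spp1 (-2.03, adjusted p 0.00011) fell too. Coro6 (chromosome 11, 77462411 to 77470484; 2.29 ± 0.33, adjusted p 0.0018), Pappa (2.60 ± 0.50, adjusted p 0.012) and Dtna (2.32 ± 0.47, adjusted p 0.018) rose, as did Fabp1 (2.05, adjusted p 0.0018) and Ear1 (1.99, adjusted p 0.00013), whose reads may be shared with Ear2. The call of C4b was lost without 2-week replicate 3 (adjusted p 0.057), that of Pappa without 2-week replicate 2 (0.072), that of Dcbld2 without 2-week replicate 1 or 3 (up to 0.082), and that of Dtna without 2-week replicate 2 or 3 or 4-week replicate 3 (up to 0.086). Both time comparisons had 56 called genes in common, all in the same direction.

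The profibrotic macrophage list was lower at 4 than at 2 weeks in MHCII-low (median -0.72, camera adjusted p 6.95e-14) and MHCII-high cells (-1.10, 4.88e-09). The monocyte-derived or interstitial macrophage (-0.69 and -0.74) and interferon-stimulated lists (-0.97 and -1.16) were lower in both as well, and these lists held under fry. In MHCII-high cells the resident alveolar macrophage list was higher at 4 weeks (0.17, camera adjusted p 0.000143, fry adjusted p 0.0478). With the correlation estimated from the data, 3 of these lists did not hold by camera in MHCII-high cells. They were the resident (adjusted p 0.11), monocyte-derived or interstitial (0.053) and interferon-stimulated lists (0.0539), while the profibrotic list held (0.018). Ifit1 (-1.79, adjusted p 0.06) and Cxcl10 (-3.19, adjusted p 0.088) did not pass there. With library totals in edgeR the median of all genes was 0.144 in MHCII-high cells, 4 against 2 weeks, in place of -0.067 with the deposited scaling, and 0.196 in place of 0.032 in MHCII-low cells.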

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

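Fry was a planned check of the preset lists, but its reading as a test of correlated genes, its use on the other lists and the test for 1 kind of epithelial cell were chosen only after the result was seen. The sterol, fatty acid and airway secretory lists were themselves chosen after the data were seen. Each result below was singled out because the difference between MHCII-high and MHCII-low cells at 4 weeks departed from that at 2 weeks in a test of that difference. No gene passed that test over all genes in limma. Among random regroupings within each MHCII level, 38 of 100 gave at least as many genes at unadjusted p under 0.05 as the real 987. These regroupings mix 2-week with 4-week libraries, so changes with time enter them and this count does not decide on chance. Since no gene passed, chance stays open for the genes as a whole.

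Adjusted over their own list alone, 5 genes passed. Spp1 had a high-minus-low log2 difference of 0.15 at 2 weeks and 1.18 at 4 weeks, a change of 1.03 (adjusted p 0.595 over all genes, 0.0496 over the list). Tmem176a went from 4.40 to 2.08, a change of -2.32 (0.595 and 0.0361), Mcm5 from 0.73 to -0.80, a change of -1.53 (0.475 and 0.0325), and Sftpb from 1.55 to -0.57, a change of -2.12 (0.42 and 0.0109). All 5 kept an unadjusted p under 0.05 with reads thinned to 1 depth (5 genes), with the GC trend removed (5) and with the mitochondrial rRNA share as a covariate (5), which argues against depth, GC content bias and that share as the whole cause. A different course of both cell groups in time stays open, as does chance.

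The resident alveolar macrophage list had a median change of 0.33 (camera adjusted p 0.000459). Thinning to 1 depth left it (camera p 9.4e-05), which argues against depth. With the correlation estimated from the data its camera adjusted p was 0.138, so correlated genes within the list could account for the camera result. Under fry its adjusted p was 0.238. Fry does not compare the list with other genes as camera does, so a fry result alone does not single out correlation. The alveolar epithelium list had a median change of -1.14 (camera adjusted p 0.0212, unadjusted 0.00962). Thinning raised its unadjusted camera p to 0.0251, so depth stays open as a part of it. Its camera adjusted p with the estimated correlation was 0.32 and its fry adjusted p 0.238, so correlated genes could account for it too. RNA from 1 kind of epithelial cell stays open. Airway secretory genes had a high-minus-low median of -2.2 at 4 weeks, where alveolar type 2 genes had 0.19, but such RNA would move the genes of its own kind alone, so this difference does not decide. In the change between the times both were lower, with 8 of 10 type 2 genes lower (median -0.70). The airway secretory list had a median change of -1.89, with 10 of 10 genes lower, but a fry adjusted p of 0.231, so correlated genes could account for it as well. Scgb1a1, its most abundant gene, averaged 21670 ± 2870 normalized counts in 4-week MHCII-low and 13790 ± 6800 in control cells. Of its 10 genes 8 had a mean of at least 10 in controls, and 1 is in a preset list.

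The sterol synthesis list had a median change of 0.85, with 23 of 23 genes higher and none past the threshold singly. Depth and GC content do not explain it: the camera p after thinning was 1.78e-20 and the median with the GC trend removed was 1.19. The fry adjusted p was 0.0129, which argues against correlated genes alone. Yet 35 of 100 random regroupings gave as large a median. Those regroupings mix 2-week with 4-week libraries, and the list was lower at 4 weeks in MHCII-low (median -1.52) and MHCII-high cells (-0.79). That change with time enters the regroupings, so their count does not decide on chance. Chance stays open, since the list was chosen from 2-week MHCII-low cells, which enter this difference. The fatty acid synthesis list had a median change of 0.23 (camera adjusted p 0.032) and a fry adjusted p of 0.349, so correlated genes could account for it.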

How the results depend on the processing

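The tests with TMM, the mitochondrial rRNA share, the GC trend and thinned reads were chosen only after the result was seen. Of 107 gene results, 83 passed the threshold. None of these 83 changed direction. 29 passed under all 14 alternatives and 3 more under the 13 in which they were tested, and 61 passed without each library. The replicate block left no call against control or between the times. Genes called in those comparisons thus could not pass under all 14. Causes were not tested except where stated.

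High against low at 2 weeks (499 genes) gave 1056 with DESeq2, 305 with library totals, 316 with no filter, 311 with only the groups compared, 235 with the mitochondrial rRNA share, 1694 with the GC trend removed, and 205 to 457 without 1 library. At 4 weeks (434) the counts were 910 with DESeq2, 248 with voom, 270 with library totals, 282 with no filter, 56 with only the groups compared, 251 with the mitochondrial rRNA share, and 266 to 483 without 1 library. For the mean of both times (1254) they were 2123 with DESeq2, 477 with the mitochondrial rRNA share, 1921 with the GC trend removed, and 856 to 1376 without 1 library.

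MHCII-low cells at 2 weeks against control (332) gave 662 with DESeq2, 197 with library totals, 36 with only the groups compared, 214 with the mitochondrial rRNA share, 856 with the GC trend removed, and 127 to 307 without 1 library. At 4 weeks (8) the counts were 73 with DESeq2, 3 with voom, 2 with edgeR and DESeq2 size factors, 2 with library totals, 65 with no filter, 13 with the filter of CPM 5, 0 with only the groups compared, 2 with edgeR and TMM, 2 with the mitochondrial rRNA share, 28 with the GC trend removed, 14 with reads thinned to 1 depth, and 1 to 8 without 1 library.

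In MHCII-low cells, 4 against 2 weeks (149), DESeq2 gave 319, library totals 90, only the groups compared 15, and leaving out 1 library 95 to 138. In MHCII-high cells (186), DESeq2 gave 640, voom 116, edgeR with DESeq2 size factors 120, library totals 66, no filter 103, only the groups compared 0, edgeR with TMM 112, the GC trend removed 409, and leaving out 1 library 64 to 298. The interaction (0) gave 59 with DESeq2 and 0 to 2 without 1 library. Fitting only the groups compared leaves fewer libraries to estimate the spread.

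Of the 43 gene set tests that passed, 21 did with the estimated correlation. Of all 88 tests, 42 to 46 passed in fits without 1 library. Listed genes called for the mean of both times numbered 54 to 63 without 1 library. The r between the 2-week and 4-week high-minus-low changes was 0.71 with the filter of CPM 5, 0.276 as Spearman's correlation, and 0.267 to 0.322 without 1 library. The r against shared controls was 0.527 to 0.762 without 1 library, lowest without 4-week MHCII-low replicate 3 and highest without control replicate 1.

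Titles give MHCII-high and MHCII-low libraries of 1 time the same numbers. Both sorts of 1 number may therefore come from 1 mouse, which the labels do not state. To examine this, the group mean of each gene was subtracted and the remainders were correlated between samples. Same-numbered samples then correlated at 0.107, 0.068 and 0.025 at 2 weeks and 0.009, 0.034 and 0.015 at 4 weeks. Other numbers correlated at means of -0.062 to -0.005, so pairing was neither shown nor excluded and the tests were left unpaired. With the replicate block (time and number together for high against low, number alone otherwise) the counts were 487 and 429 for high against low at 2 and 4 weeks and 1207 for both. They were 0 for MHCII-low cells at 2 weeks against control, 0 at 4 weeks against control, 0 and 0 for 4 against 2 weeks in low and high cells, and 0 for the interaction. The remainders of same-numbered samples of different times or treatments correlated at -0.057 to 0.054. Pairing by number alone was thus not shown, and the block by number alone had no shown basis.

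All results that changed direction were below the threshold. H2-DMa at 2 weeks, high against low (0.04), was -0.07 with voom, -0.13 with library totals, -0.02 with edgeR and TMM, -0.03 with TMM before limma, -0.20 with the GC trend removed, and -0.10 to 0.16 without 1 library. At 4 weeks (0.05) it was -0.02, -0.16, -0.05 and -0.02 under the first 4 of these, and -0.11 to 0.24 without 1 library, with -0.02 without MHCII-high replicate 3. H2-Oa at 4 weeks (-0.22) was 0.14 with the mitochondrial rRNA share and 0.08, 0.09, 0.16 and 0.07 without MHCII-high replicate 2 or 3 or MHCII-low replicate 1 or 2, with a lowest value of -0.90 without MHCII-low replicate 3. At 2 weeks against control, H2-DMb2 (0.15) was -0.08 to 0.38 without 1 library, with the lowest value without control replicate 3, and H2-Oa (-0.60) -1.15 to 0.33, with the highest without MHCII-low replicate 3. H2-Ob (0.98) was -0.34 with the mitochondrial rRNA share and -0.45 to 2.40 without 1 library, with -0.28 without MHCII-low replicate 1 and the lowest value without control replicate 3. Siglecf was -0.11 with that share, -0.04 without MHCII-low replicate 1 and -0.05 without control replicate 1.

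Other groupings of the 6 libraries show whether chance can be excluded. For high against low at 2 weeks, at 4 weeks, and for 4 against 2 weeks in low and in high cells, only the real grouping, 1 of 10, gave as many genes. The next largest gave 0, 1, 0 and 2 genes, far below the real counts. Still, 10 groupings are too few to exclude chance by this count alone. The high against low comparisons at 2 and 4 weeks share no library, and 229 of their 230 shared genes changed in the same direction, which argues against chance for those genes. The time comparisons in low and high cells share no library either, and their 56 shared genes all changed in the same direction. Both sorts may come from 1 mouse, however, so this does not decide. For the mean of both times only 1 of 100 groupings gave as many genes, the next largest giving 40 genes, so chance can be excluded there. The shallowest library had 13879946 reads without mitochondrial rRNA, and thinning all to that depth gave 491, 387 and 1262 genes for high against low at 2 weeks, 4 weeks and both.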

Other observations

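The tests of LXR target genes, of carry-over between the sorts and of stress genes were chosen only after the result was seen. The lists used here were written after the data were seen and tested in 1 family of 80 tests.

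Genes of sterol synthesis were prominent among the increases in 2-week MHCII-low cells against controls, and a list of 23 was drawn up for that reason. Its median log2 fold change was 2.01, all 23 were higher and 20 passed (camera adjusted p 4.92e-56, fry adjusted p 1.22e-05). Since the list was chosen from these values, the p-values describe it and do not test it. Sqle averaged 9590 ± 872 normalized counts against 1370 ± 360 in controls. The high level was not limited to MHCII-low cells, since Sqle averaged 7331 ± 1410 in 2-week MHCII-high cells. In MHCII-high against MHCII-low cells at 2 weeks the list had a median of -0.26, with 21 of 23 genes lower and none called. At 4 weeks the median against controls was 0.47. The median stayed at 2.29 with the GC trend removed, 1.97 with reads thinned to 1 depth, 2.15 with the mitochondrial rRNA share as a covariate, and 1.93 at the lower of the medians without 1 control library. These values argue against each of these technical explanations. General lipid synthesis may be part of it: 12 fatty acid synthesis genes, not chosen from their values, had a median of 0.99 with 10 higher and 5 called. Lower activity of LXR, a sterol sensor, cannot be told apart, since 8 target genes had a median of -0.12 with 3 higher and 5 lower. The 2 called were both lower, Abca1 (-1.30, adjusted p 0.00033) and Mylip (-1.40, adjusted p 0.0016). A response of the cells to bleomycin stays a hypothesis.

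MHCII-high cells in the MHCII-low sort could raise genes in 2-week MHCII-low cells. They would bring all their transcripts at 1 share. The MHC class II genes reached a median of 3.63% of the MHCII-high excess over control. Single genes ranged from -4.48% for H2-Oa to 91.4% for H2-DMa, with H2-DMb1 at 42.7%. The 253 other genes called higher reached a median of 93.9% and a lower quartile of 51.9%, which such carry-over cannot give. Of these, 252 lay above the MHC class II median. The median does not speak for each gene, however. At 2 weeks C1qc was 5.02 higher on the log2 scale in MHCII-high than in MHCII-low cells. Carry-over was thus not excluded for the related gene C1qb. Spp1 reached 89.3%. For the MHC class II genes as a set carry-over was not excluded. H2-DMb1, called higher than in controls (adjusted p 0.0057), and H2-DMa, not called (adjusted p 0.3), lay far above the median share of the set.

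Dendritic cell and B cell transcripts were higher in MHCII-high cells. Admixed dendritic cells may be a source: 12 further genes, in no preset list, had a median of 2.47 for the mean of both times, and 7 of them had a mean of at least 10 in controls. Ccl22 averaged 3726 ± 758 in 2-week MHCII-high and 328.4 ± 81.5 in MHCII-low cells, and Ccl17 195.9 ± 52.7 and 2.13 ± 3.70. Admixed B cells may be a source as well: 8 further genes tested had a median of 3.52, and 5 had a mean of at least 10 in controls. T cell genes had a median of -0.79. Ighm averaged 1054 ± 126 in 2-week MHCII-high and 126.5 ± 75.1 in MHCII-low cells. Expression by the macrophages themselves was not tested.

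Hspa1a was lower after bleomycin than in controls. Stress during cell preparation could raise it in controls, but cannot be told apart: 13 heat shock and immediate early genes had a median of -0.02 at 2 weeks, 6 of them higher.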
